A study of Mus musculus with 6 samples.

How the data were processed

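Gene expression was measured in pancreatic islets of 12-week-old male mice with an Affymetrix whole-genome mouse expression array, on which each transcript is read by 1 or more probe sets. Per the labels, 3 arrays carried RNA of islets from mice with a beta cell specific knockout of Tead1 (Tead1KO) and 3 arrays carried RNA of islets from flox mice (Flox), the controls. Per the labels' protocols, islets were obtained by collagenase digestion and density centrifugation, picked by hand, and their RNA was biotin-labelled and hybridized. The labels name no Cre driver for either group, so effects of a Cre transgene are not separated here from those of Tead1. The labels do not tie arrays to single animals. Where the arrays of a group did not come from separate mice, the p-values measure only the spread between these samples, which may be technical.

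The deposited values are log2 probe set signals, processed with Affymetrix Expression Console per the submitters' processing notes. The version of that program and its methods of background correction, normalization and summarisation are not given in the sources used here. The arrays had similar but not identical distributions of probe set values. Whether signals were brought to a common distribution before summarisation cannot be told from these values. No array scanner files were used here. The log2 scale was read from the range of the values, which lay between 2.75 and 15.7 and held no value below 0.

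The value table held 45101 probe sets, of which 64 were control probe sets and were left out of the tests. Of the other 45037, 34945 carried exactly 1 gene symbol in the platform annotation, 932 carried several and 9160 were unnamed here. Of the single-symbol probe sets, 34741 were matched to a RefSeq gene by gene identifier and 0 symbols needed an update. For each gene, the probe set with the highest mean over the 6 arrays was used, which gave 18193 genes. No filter on dim signals was applied, no pseudocount was needed, and the values were used as deposited. Members of the fixed lists that had no single-symbol probe set here were not analysed here.

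Groups were compared with limma version 3.58.1 in R version 4.3.3, with lmFit and eBayes (trend=TRUE) and no covariate. Genes with a Benjamini-Hochberg adjusted p under 0.05 over the 18193 genes were called changed. All differences are Tead1KO minus Flox on the log2 scale. Values per group are given as mean ± SD of 3 arrays, and SE is the moderated standard error of the difference. On these arrays, probe sets for bacterial transcripts that were not spiked into the samples read between 2.87 and 4.70, and this range served as the background. Where a group's mean of a changed gene lay within or below this range, the fold is given as a lower bound, the bright group's mean against the highest unspiked value. For single values of the targeted gene, an exact permutation test (two-sided) was used, which cannot go below 0.1 with 3 arrays against 3. For arrays, their number limits the precision.

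Before the data were examined, 32 gene lists, the tests, the rule for naming genes and the alternatives were fixed, except for 5 alternatives and some tests that are named below as later choices. The shift of each list against the other genes was tested with limma's camera (preset inter-gene correlation 0.01, trend.var=TRUE), with Benjamini-Hochberg adjustment over the 32 lists. Members were also counted by their adjusted p over all genes and adjusted over the list alone. Camera with a correlation estimated per list, camera on ranks and limma's fry were run beside it. Fry's directional test asks whether the members of a list move on balance in 1 direction, and its mixed test whether they change in either direction. Named genes were Tead1, the 12 genes with the largest rise and the 12 with the largest fall among changed genes above the median signal of all probe sets (5.24) whose 3 Tead1KO arrays all lay on 1 side of the 3 Flox arrays, up to 4 members of each list with the smallest unadjusted p, and a fixed set of core genes. Genes named outside this rule are marked where they appear.

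The alternatives were the omission of dim probe sets, quantile normalization, median centring, no variance trend, a robust variance prior, array weights, the average of a gene's probe sets, the omission of probe sets with an _x_at or _s_at suffix (which can match several transcripts), every probe set tested separately, the replicate number as a block, other thresholds, and each array left out in turn. After the data were examined, the mean signal of the hybridization controls (spiked bacterial transcripts added to every sample) was added as a covariate, and a block that separates arrays of high and low control signal was added as well. The 18S rRNA signal and the differences between 3' and 5' probe sets of actin and of Gapdh, a sign of RNA quality, were added as covariates in turn.

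The procedure was tested on simulated data for the Tead1KO and Flox comparison over 18193 genes, with 200 genes changed in each of 5 runs. It recovered 43.6% of the genes changed by 2-fold and 89.2% of those changed by 4-fold, and 4.46% of its calls were false. With nothing changed, it called 0 genes per run. A list raised by 0.5 on the log2 scale was called in 5 runs of 5, and 0 unchanged lists were called per run. No correlation between the genes of a list is stated for the simulated data. In the real lists it was estimated at -0.045 (alpha cell markers) to 0.911 (acinar markers). These runs therefore do not show how often unchanged real lists would be called with the preset correlation.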

Results

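Transcripts were measured in islets of Langerhans from 12-week-old male mice, in 3 Flox and 3 Tead1KO samples with 1 array each. Tead1 is a DNA-binding transcription factor that acts with the coactivators Yap1 and Wwtr1 at the end of the Hippo pathway. The comparison asks which islet transcripts differ when beta cells, the insulin-producing cells of the islet, lack Tead1. Islets also hold alpha, delta and pancreatic polypeptide cells, vessels, stroma and immune cells, so each value is a mixture over cell types. The median signal per array lay between 5.17 and 5.37 on the log2 scale. The arrays were not of equal quality. The hybridization controls, added in equal amounts by design of the assay, read 12.03, 11.09 and 10.80 in Flox replicates 1 to 3. They read 12.18, 11.02 and 13.31 in Tead1KO replicates 1 to 3. The interquartile range of all probe sets was 3.11, 3.19 and 3.18 in the Flox arrays and 2.99, 3.32 and 2.66 in the Tead1KO arrays. Tead1KO replicate 3, with the highest controls and the narrowest range, also had the lowest mean correlation across probe sets with the other arrays (0.971, against 0.983 to 0.986 for the other arrays). Its 18S rRNA signal was the highest of the 6 arrays (12.90, against 11.08 to 12.01). Its differences between 3' and 5' probe sets were the lowest, 3.09 for actin (against 3.22 to 3.38) and 3.70 for Gapdh (against 3.81 to 4.03).

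**Figure D1:**
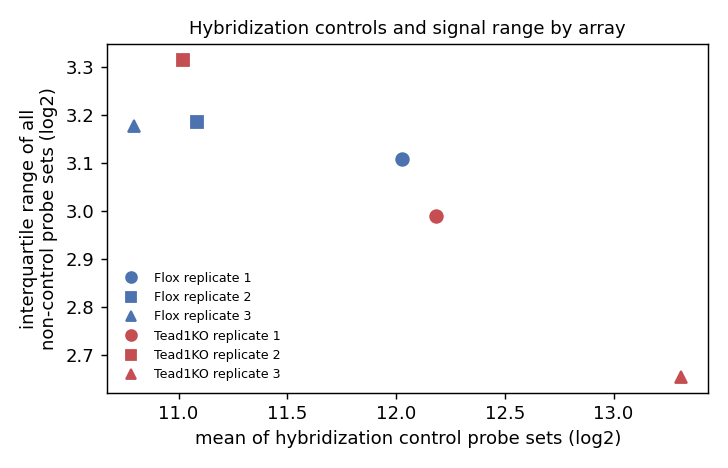
Each point is 1 array, with the mean log2 signal of the hybridization control probe sets on the x axis and the interquartile range of all non-control probe sets (log2) on the y axis; blue marks Flox and red Tead1KO, and the symbol gives the replicate. Tead1KO replicate 3 lies apart, with a control signal of 13.31 and a range of 2.66.

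The targeted gene was read by a pair of probe sets, and neither passed the test. The brighter Tead1 probe set read 7.20 ± 0.21 in Flox and 6.72 ± 0.77 in Tead1KO islets (SD, n = 3 each, log2 difference -0.49, SE 0.36, limma adjusted p = 0.774, exact permutation p = 0.4, where 0.1 is the smallest possible). Its values were 7.22, 6.99 and 7.40 in the Flox arrays and 6.72, 7.49 and 5.95 in the Tead1KO arrays. The array labelled Tead1KO replicate 2 read above every Flox array. The dimmer Tead1 probe set read 5.53 ± 0.54 in Flox and 5.32 ± 0.31 in Tead1KO (n = 3 each, log2 difference -0.21, exact permutation p = 0.7). A probe set outside the deleted part of Tead1 would still detect transcript. The position of both probe sets relative to the deleted part is not given in the sources used here, so these values do not check the labels. The knockout was specific to beta cells, so other cells of the islet keep an intact Tead1.

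Of 18193 genes, 94 changed between Tead1KO and Flox islets, 61 higher and 33 lower in Tead1KO, and 55 and 32 of these by 2-fold or more, with the lower bound counted where a group lay within background. C4bp, a regulator of the complement system, had the largest rise. It read 3.33 ± 0.28 in Flox, within background, and 8.73 ± 0.23 in Tead1KO (n = 3 each). This is at least 16.3-fold higher (limma adjusted p = 7.39e-05). Kcnc4, a voltage-gated potassium channel, rose by 3.77 (SE 0.20, adjusted p = 0.000464). Penk, which encodes the precursor of enkephalin peptides, rose by 3.18 (SE 0.25, adjusted p = 0.00236). Ccbe1, a secreted protein needed for lymphatic vessel growth, and Ifitm1, an interferon-inducible membrane protein, both rose by 3.11. Tph2, an enzyme that makes the serotonin precursor, was at background in Flox and at least 5.35-fold higher in Tead1KO. Serpina1b, a protease inhibitor, was likewise at background in Flox and at least 5.37-fold higher. Fmod, a matrix proteoglycan, rose by 2.64, Dpep1, a membrane dipeptidase, by 2.59. Smad3, a transducer of TGF-beta signals, rose by 2.57, 2610028H24Rik by 2.85 and ccdc198 by 2.44.

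Among the genes that fell, Col6a3, a chain of collagen VI, decreased by 2.98 on the log2 scale, from 10.08 ± 0.44 to 7.10 ± 0.28 (n = 3 each, SE 0.25, limma adjusted p = 0.00333). Plut, a non-coding RNA transcribed next to Pdx1, fell by 2.68 (SE 0.22, adjusted p = 0.00312). Pdx1 itself, a beta cell transcription factor, had a difference of -0.66 that did not pass (adjusted p = 0.541). Adam32 fell by 2.43 and Epb41l4a fell by 2.01. Mlph, an adaptor between secretory organelles and myosin, fell by 1.92. Slc12a7, a potassium and chloride cotransporter, fell by 1.83 and Cyp4f39 fell by 1.81. Aox1, an aldehyde oxidase, fell by 1.76, and Aqp4, a water channel, fell by 1.75. Slc35f1 fell by 1.74. Cox6a2, a subunit of cytochrome oxidase, fell by 1.71, and Bambi-ps1, a pseudogene of a TGF-beta pseudoreceptor, fell by 1.69. All 94 changed genes had non-overlapping arrays, as had 13.1% of all genes tested, where chance gives 10%.

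**Figure D2:**
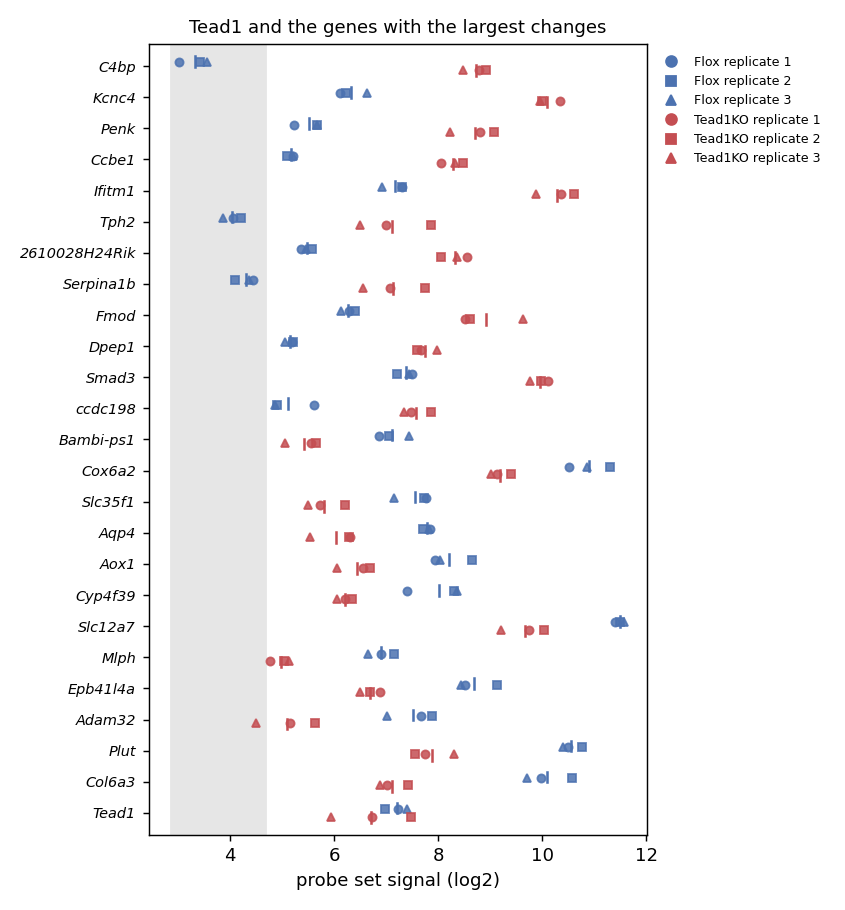
Probe set signal (log2, x axis) of Tead1 and of the 12 genes with the largest rise and the 12 with the largest fall; points are single arrays (blue Flox, red Tead1KO, symbol by replicate), vertical ticks are group means and the grey band is the range of unspiked bacterial controls, 2.87 to 4.70. The Flox and Tead1KO arrays are separate for the 24 changed genes and overlap for Tead1, and the Flox arrays of C4bp lie in the band.

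Further, mostly dimmer probe sets of these genes gave similar or smaller differences. That of Cox6a2 differed by -1.93, and those of Fmod above background by 0.99, 2.35, 2.39 and 2.67. The second probe set of Kcnc4 differed by 0.77, that of Dpep1 by 0.96, those of Smad3 by 0.27 and 0.46 and that of Slc35f1 by -0.00. Further probe sets of Ccbe1, Mlph, Aqp4 and Slc12a7 moved less and lay near or within background in at least 1 group. Kcnc4 (adjusted p = 0.472) and Fmod (adjusted p = 0.102) did not pass once probe sets that can match several transcripts were left out. Serpina1b was read only by probe sets that can match several transcripts, so its signal is uncertain between them. The count of changed genes was 20, 18 and 17 without Flox replicates 1, 2 and 3 and 12, 303 and 177 without Tead1KO replicates 1, 2 and 3. The count was 152 with quantile normalization, 58 with median centring, 48 when a fold above 1.2 was tested, 247 with the hybridization controls as a covariate (added later) and 9933 with array weights, a fit that did not converge.

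Genes of beta cell function lay lower in Tead1KO, mostly by amounts that did not pass the test over all genes. Of 24 measured genes of glucose sensing and exocytosis, 1 fell over all genes: Trpm5, a calcium-activated cation channel, by 1.49 (SE 0.21, limma adjusted p = 0.0277). Adjusted over the list alone, 4 fell and 1 rose. Trpm5, Sytl4, a granule docking protein (-1.40), Slc2a2, the glucose transporter (-0.82), and Exph5 (-0.68, named after its values were seen) fell. Adcy8, an adenylyl cyclase at background in Flox, was at least 1.46-fold higher in Tead1KO. The list shifted downward (median -0.25, camera adjusted p = 0.00125), with adjusted p = 0.535 with an estimated correlation. Of 20 measured genes of the insulin granule and hormone processing, 0 changed over all genes (7 at an unadjusted p under 0.05), and adjusted over the list alone 3 fell: Ucn3, a peptide of mature beta cells (-0.95, adjusted p = 0.056 over all genes), Pcsk1, a prohormone convertase (-0.63), and Ero1b (-0.32 at its brightest probe set, near the top of the scale, -0.93 and -0.97 in the others). The list's median was -0.13 (camera adjusted p = 0.00171, adjusted p = 0.535 with an estimated correlation). It was -0.047 without Tead1KO replicate 3 (adjusted p = 0.0138) and -0.0477 with the hybridization controls as a covariate (adjusted p = 0.00828), still called but smaller. Random lists matched on signal level had a median of -0.107, and this list's -0.13 lay at percentile 30.5 among them, counted from the lowest. In either direction, 58.1% of them lay at least as far from -0.107 as this list. Ins2 was at the top of the scale in both groups, 15.69 in Flox and 15.69 in Tead1KO, where a difference is hard to detect. Of 21 measured beta cell transcription factors, 0 changed over all genes (3 at an unadjusted p under 0.05), and adjusted over the list alone 1 fell, Nkx6-1 (-0.95, SE 0.16, adjusted p = 0.0637 over all genes), while Nkx2-2 differed by -0.23. The list's median was -0.22 (camera adjusted p = 0.00639, adjusted p = 0.535 with an estimated correlation). Its mean relative to the Flox arrays was -0.28, -0.01 and -0.46 in Tead1KO replicates 1 to 3. Its call ended with the hybridization controls as a covariate (median -0.08, adjusted p = 0.0942) and without Tead1KO replicate 1 (adjusted p = 0.0514), but not without Tead1KO replicate 3 (median -0.10, adjusted p = 0.0171). That of the granule list ended with array weights (adjusted p = 0.0529), but that fit did not converge and its calls are not usable. Glp1r (-0.95, adjusted p = 0.506) and G6pc2 (-0.13) did not pass. Trpm5 did not pass without Flox replicate 1, 2 or 3 or Tead1KO replicate 1 (adjusted p = 0.111, 0.203, 0.212 and 0.187), nor with the actin or Gapdh 3'/5' difference as a covariate (0.0618 and 0.091). Its dimmer probe sets differed by -1.98 and -1.60.

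Genes that mature beta cells keep low, and markers of immature or dedifferentiated beta cells, lay higher. The values are of whole islets, so a rise in other cells, or in their amount, could shift these lists as well. This was not tested. Of 19 beta cell disallowed genes, 1 rose over all genes, Smad3, and adjusted over the list alone 3 rose: Smad3, Tgm2, a transglutaminase (0.75), and Itih5 (0.60). In total 17 of the 19 lay above 0 and the median was 0.26 (camera adjusted p = 3.91e-05, adjusted p = 0.420 with an estimated correlation). Of 16 markers of immature or dedifferentiated beta cells, 1 rose over all genes: Aldh1a3, an enzyme of retinoic acid synthesis, from 5.87 to 8.30 (log2 difference 2.43, SE 0.22, limma adjusted p = 0.00402). Of its dimmer probe sets, 1 was at background in Flox and at least 15.6-fold higher in Tead1KO (adjusted p = 0.0109 over all probe sets), and the other differed by 1.08 (adjusted p = 0.871). Adjusted over the list alone 4 rose and 1 fell. Aldh1a3, Npy, a neuropeptide (1.53), Cd81, a tetraspanin (1.01), and Sox4 (0.80) rose. Dimmer probe sets of Sox4 above background differed by 0.37 to 1.32, and only 1 of them passed over all probe sets (1.30, adjusted p = 0.0315). Slc5a10 (-0.61, named after its values were seen) fell. The list's median was 0.18 (camera adjusted p = 0.00903, adjusted p = 0.535 with an estimated correlation). Its call ended without Tead1KO replicate 2 (adjusted p = 0.123) and on ranks (adjusted p = 0.108). Aldh1a3 did not pass without Flox replicate 1 (adjusted p = 0.0525) or Tead1KO replicate 1 (adjusted p = 0.0613).

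The TEAD-YAP target genes, which Tead factors activate with Yap1, were not lower as a group in whole Tead1KO islets. Other islet cells keep Tead1, so a loss of target signal in beta cells alone may not show here. Of 22 measured, 0 changed over all genes (3 at an unadjusted p under 0.05), and adjusted over the list alone 2 rose: Gadd45a, a stress response gene (0.84), and Amotl2 (0.68), which binds Yap1. The commonly used targets Ccn1 (-0.05), Ccn2 (0.11) and Ankrd1 (within background in both groups) did not pass. Ccn1 read 4.86 in Flox and 4.80 in Tead1KO, just above background (at most 4.70). Tgfb2, F3, Foxf2 and Crim1 (named after their values were seen) also read within background in both groups. A fall could hardly be seen in these genes. The list's median was 0.07 (camera adjusted p = 0.0324, adjusted p = 0.535 with an estimated correlation). It was 0.11 without Tead1KO replicate 3 (adjusted p = 0.0138), 0.13 without Flox replicate 2 (adjusted p = 0.0213), 0.12 with the hybridization controls as a covariate (adjusted p = 0.0262) and 0.0043 with median centring (adjusted p = 0.0281). The call ended without Flox replicate 1 (adjusted p = 0.076), Tead1KO replicate 1 (adjusted p = 0.0533) or Tead1KO replicate 2 (adjusted p = 0.119). It also ended on ranks (adjusted p = 0.076). With array weights the adjusted p was 0.0865, but that fit did not converge and its calls are not usable. Of 26 measured Hippo pathway components, 0 changed over all genes (5 at an unadjusted p under 0.05), and adjusted over the list alone 3 rose and 1 fell. Wwc2, an upstream regulator (1.17, adjusted p = 0.051 over all genes), Yap1 (0.75, adjusted p = 0.293 over all genes) and Amotl2 rose. The dimmer probe set of Yap1 differed by 0.27, and that of Wwc2 above background by -0.32. Taok3, a kinase (-0.53), fell. The list was not called by camera (median 0.10, adjusted p = 0.109), but fry's mixed test passed (adjusted p = 0.00627). Camera called it upward without Tead1KO replicate 3 (adjusted p = 0.0334), with the hybridization controls (0.0205), 18S rRNA (0.0226) or actin 3'/5' difference (0.0323) as a covariate, with the control level as a block (0.0343), with quantile normalization (0.0491), without dim probe sets (0.0432) and with a gene's probe sets averaged (0.0323). The other TEAD factors Tead2 (0.03), Tead3 (0.24) and Tead4 (0.13) and the coactivator Wwtr1 (-0.15) did not pass.

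Genes of mitosis lay higher in Tead1KO as a group, without any member past the test. Of 37 measured G2 and M phase genes, 0 changed over all genes and 0 adjusted over the list alone (10 at an unadjusted p under 0.05, 9 of them higher), yet 35 lay above 0. Among them were Ube2c (0.81, adjusted p = 0.144), Nusap1 (1.02, adjusted p = 0.229), Mki67 (0.50) and Ccna2 (0.33). The 1 lower member at an unadjusted p under 0.05 was Racgap1 (-0.73, adjusted p = 0.494). Its dimmer probe set above background differed by -0.46. The list's median was 0.36 (camera adjusted p = 9.86e-09, unadjusted p = 0.0494 and adjusted p = 0.535 with an estimated correlation). The list's mean relative to the Flox arrays was 0.47, 0.44 and 0.13 in Tead1KO replicates 1 to 3 against 0.12, -0.01 and -0.11 in Flox replicates 1 to 3. Of 32 S phase genes, 0 changed by either count and 0 had an unadjusted p under 0.05, with a median of 0.12 (camera adjusted p = 0.0324, adjusted p = 0.535 with an estimated correlation). This call ended without Flox replicate 3 (adjusted p = 0.128), Tead1KO replicate 1 (adjusted p = 0.0533) or Tead1KO replicate 2 (adjusted p = 0.323). It also ended with a gene's probe sets averaged (adjusted p = 0.157) and without probe sets that can match several transcripts (adjusted p = 0.118). Of 20 G1 cyclins, kinases and their inhibitors, 0 changed over all genes (4 at an unadjusted p under 0.05), and adjusted over the list alone 2 fell. These were Cdkn2b, an inhibitor of G1 kinases (-0.90, adjusted p = 0.152 over all genes), and Ccnd1, a G1 cyclin (-0.54, adjusted p = 0.194 over all genes). The inhibitors Cdkn1c (0.50, adjusted p = 0.467 over all genes) and Cdkn2c (0.46, adjusted p = 0.664) read higher without passing by either count. Cdkn2a, another inhibitor, read within background (4.47 in Flox, 4.38 in Tead1KO) and Ccnd2 differed by -0.07 in its brightest probe set and by -0.16 to -0.63 in the others, none of which passed. The dimmer probe sets of Ccnd1 differed by -0.13 and -0.82. The G1 list, whose members oppose each other, was not called (camera adjusted p = 0.456).

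Genes of lipid synthesis and of mitochondrial metabolism lay lower as groups. Of 22 genes of cholesterol and fatty acid synthesis, 0 changed over all genes (8 at an unadjusted p under 0.05, all lower), and 21 lay below 0. Adjusted over the list alone 4 fell, the desaturases Scd2 (-1.53, adjusted p = 0.0973 over all genes) and Scd1 (-0.68), Fdps (-0.95) and Srebf1, a regulator of lipid synthesis (-0.45). The median was -0.37 (camera adjusted p = 3.66e-07, adjusted p = 0.535 with an estimated correlation). The list's mean relative to the Flox arrays was -0.49, -0.12 and -0.73 in Tead1KO replicates 1 to 3. With the hybridization controls as a covariate its median was -0.20, still called (adjusted p = 6.78e-05). Without Tead1KO replicate 3 its median was -0.24, also still called (adjusted p = 4.41e-05). Of 22 genes of the citric acid cycle, 0 changed by either count (1 at an unadjusted p under 0.05) and 20 lay below 0, such as Pcx, which encodes pyruvate carboxylase (-0.77, adjusted p = 0.394). The median was -0.25 (camera adjusted p = 0.00125, adjusted p = 0.643 with an estimated correlation), with array means of -0.25, 0.02 and -0.63 in Tead1KO replicates 1 to 3. Of 69 genes of oxidative phosphorylation, 0 changed by either count (2 at an unadjusted p under 0.05) and 58 lay below 0. The median was -0.11 (camera adjusted p = 0.00639, adjusted p = 0.753 with an estimated correlation) and array means of -0.06, 0.06 and -0.40. Tead1KO replicate 3, the array with the highest hybridization controls, was the lowest of the 6 arrays for all 3 of these lists. The oxidative phosphorylation median was 0.02 without it (adjusted p = 0.980), 0.00 with quantile normalization (adjusted p = 0.743) and 0.0083 with the hybridization controls as a covariate (adjusted p = 0.833). The citric acid cycle list was not called with that covariate (median -0.09, adjusted p = 0.139), but it was called without Tead1KO replicate 3 (median -0.11, adjusted p = 0.0437). With 18S rRNA as a covariate, the calls of the oxidative phosphorylation (median 0.0085, adjusted p = 0.729), citric acid cycle (-0.0667, 0.168) and beta cell transcription factor (-0.0876, 0.0855) lists ended as well. With the actin 3'/5' difference as a covariate, that of oxidative phosphorylation ended (-0.0476, 0.223).

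**Figure D3:**
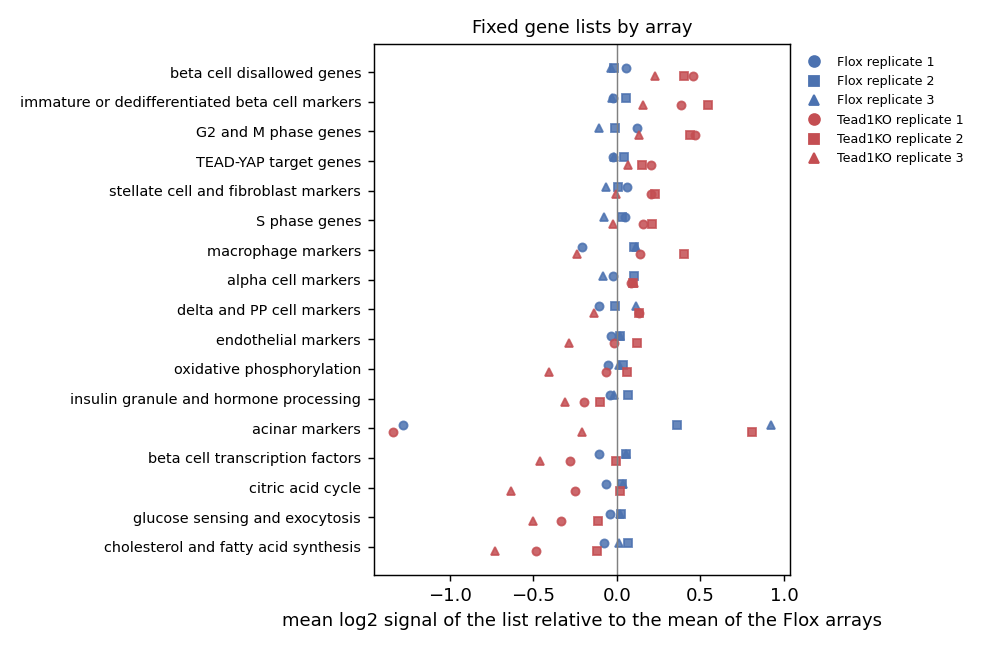
Mean log2 signal of each gene list per array, relative to the mean of the Flox arrays (x axis); blue points are Flox and red points Tead1KO arrays, with the symbol giving the replicate. The 11 lists called by camera are drawn with 6 lists of other cell types. The G2 and M phase list lies at 0.47, 0.44 and 0.13 in the Tead1KO arrays. The acinar list spreads from -1.28 to 0.92 in the Flox arrays and from -1.34 to 0.81 in the Tead1KO arrays.

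Of the 10 lists that mark other cell types, 0 were called by camera at an adjusted p under 0.05. Of their members, 0 changed over all genes (11 at an unadjusted p under 0.05). At the list level 2 passed at an unadjusted p under 0.05, those of stellate cells and fibroblasts (unadjusted p = 0.0412) and of red cells (unadjusted p = 0.044). The alpha cell list (median 0.00, 6 measured) and the delta and PP cell list (median 0.03, 9 measured) were not shifted by this test (unadjusted p = 0.352 and 0.406). The hormones Gcg (0.00), Sst (-0.01) and Ppy (0.07) differed by less than the spread between arrays. They read 14.74, 14.07 and 14.13 in Flox, near the top of the scale, where a difference is hard to detect. Stellate cell and fibroblast markers had a median of 0.11 (20 measured, camera adjusted p = 0.101) and passed fry's mixed test (adjusted p = 0.00082). Adjusted over the list alone 4 rose, Dcn (1.11), Col6a2 (0.59), Col1a2 (0.62) and Bgn (0.83, named after its values were seen), while Acta2, a smooth muscle actin, fell (-0.99). Adjusted over the list alone, Cd79a, a B cell gene, fell (-0.85) in the lymphocyte list (median -0.11, adjusted p = 0.392). The duct (median -0.07), endothelial (-0.01), macrophage (0.06), Schwann cell (0.15) and red cell (0.26, 3 measured) lists had adjusted p = 0.392, 0.850, 0.189, 0.456 and 0.101. Acinar markers, which reflect the purity of the islet preparation, varied widely within both groups. Their mean relative to the Flox arrays was -1.28, 0.36 and 0.92 in the Flox arrays and -1.34, 0.81 and -0.21 in the Tead1KO arrays (list median -0.18, adjusted p = 0.451). With the hybridization controls as a covariate, 4 of these lists were called upward: acinar (median 0.42), delta and PP (0.15) and stellate and fibroblast (0.15), each with adjusted p = 0.0262, and macrophage (0.31, adjusted p = 3.74e-08). Without Tead1KO replicate 3, the stellate and fibroblast (median 0.15, adjusted p = 0.0171) and macrophage (0.21, adjusted p = 0.000308) lists were called upward. Calls of these lists also depended on other arrays. The acinar list was called downward without Flox replicate 1 (median -0.82, adjusted p = 4.44e-06) and without Tead1KO replicate 2 (-0.59, adjusted p = 0.034), and the macrophage list upward without Flox replicate 3 (0.10, adjusted p = 0.0488). The acinar list was called downward with the actin (-0.41, adjusted p = 0.0299) or Gapdh (-0.44, adjusted p = 0.00239) 3'/5' difference as a covariate. The stellate and fibroblast and the macrophage lists were called upward with the 18S rRNA (0.0234 and 2.92e-08) or actin (0.0286 and 0.0299) covariate, and the delta and PP list with 18S rRNA (0.0452). These calls used the preset correlation of 0.01. Over the 6 arrays the estimated correlation was 0.911 in the acinar and 0.325 in the macrophage list. With it, camera gave them adjusted p = 0.950 and 0.753 in the main comparison. The largest difference in the macrophage list was that of C1qa, a complement subunit (1.08, unadjusted p = 0.0217, adjusted p = 0.518).

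The remaining 9 lists were not called by camera, and 1 of their members changed over all genes. That gene was Tph2, in the list of 12 genes that lactogenic hormones raise in islets (median -0.04, mean 0.05, camera adjusted p = 0.944, fry's mixed adjusted p = 0.000474). The median was -0.12 for the unfolded protein response (adjusted p = 0.175), -0.13 for glycolysis (0.210), -0.06 for the hypoxia response (0.907) and -0.20 for circadian clock genes (0.502). Immediate early and dissociation genes (median 0.00, mean -0.01, adjusted p = 0.907), interferon response genes (median 0.02, mean -0.04, adjusted p = 0.938) and inflammatory cytokines and NF-kB targets (median 0.08, adjusted p = 0.456) were likewise not shifted by this test. The sign of median and mean differed in the first pair and in the lactogen list. Commonly used reference genes had a median of -0.12 (mean -0.29, adjusted p = 0.0753) and 11 of 12 lay below 0, about as far as the insulin granule and oxidative phosphorylation lists. Their array means were -0.29, 0.10 and -0.69 in Tead1KO replicates 1 to 3. The median was -0.0174 without Tead1KO replicate 3 (adjusted p = 0.650) and 0.03 with the hybridization controls as a covariate. The list was called downward without Flox replicate 1 (-0.20, adjusted p = 0.0245), without Tead1KO replicate 2 (-0.31, adjusted p = 0.00793) and with the replicate block (adjusted p = 0.0391). It was also called with array weights (-0.22, adjusted p = 0.0209), but that fit did not converge and its calls are not usable. Adjusted over the list alone 1 reference gene, Tfrc, fell (-1.30, and -0.34 in its other probe set above background). Txnip, a core gene that responds to glucose, read 0.77 higher without passing the test (adjusted p = 0.293), and 1.11 higher in its dimmer probe set. In total, 11 of the 32 lists were called with the preset correlation, 0 with an estimated correlation (2 at an unadjusted p under 0.05) and 0 by fry's directional test (4 at an unadjusted p under 0.05), while fry's mixed test passed for 7.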

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

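The tests in this part were chosen after the result was seen, except the count of other splits, the question of where the Tead1 probe sets lie, the calls without an array and camera with an estimated correlation. The hybridization controls, which are not among the genes tested, read higher in Tead1KO replicate 1 (12.18) and Tead1KO replicate 3 (13.31) than in any Flox array. A further 3 probe sets without a single gene name here passed the test when every probe set was tested. The formal search for outlying samples within a group needs more than 3 arrays and was not run, and with 1 comparison there was no contrast to set against another.

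The first pattern is the 94 genes changed between Tead1KO and Flox. The other splits of the 6 arrays called at most 1 gene, and 1 of the 10 splits, the real one, called as many as 94, but 10 splits are too few for a share under 0.05. The level of the hybridization controls was only weakly tested as a cause. With it as a covariate, all 94 genes kept their call, and with its block 82 kept it. The median ratio of the adjusted to the unadjusted difference was 0.975 (quartiles 0.923 and 1.05). The level varied within groups, from 10.80 to 12.03 in Flox and from 11.02 to 13.31 in Tead1KO. The 94 genes were called because their differences were large against the spread within groups. Little slope on the level could be fitted in them, so a ratio near 1 was largely set in advance. The 18S rRNA signal as a covariate gave 94 kept and a ratio of 0.977 (quartiles 0.911 and 1.068), with the same limit. It is not a separate line of evidence. Both it and the hybridization controls were highest in Tead1KO replicate 3, then Tead1KO replicate 1, then Flox replicate 1. RNA quality as read by 3'/5' differences stays open: with those of actin and Gapdh 54 and 44 genes kept their call, although the differences did not shrink (ratios 1.007, quartiles 0.962 and 1.046, and 1.006, quartiles 0.99 and 1.017) and the SE grew by a median ratio of 1.01 and 1.058, with 1 degree of freedom fewer. A different amount of duct, endothelial or macrophage cells is argued against as the cause. The 95% intervals of the mean shift of these lists, without and with the hybridization control covariate, reached at most 0.692 in size. The smallest of the 94 differences was 0.892. C1qa moved by 1.08 among the macrophage markers, so a change within these cells stays open. The stellate and fibroblast intervals reached at most 0.490, but members moved further in both directions (Dcn by 1.11, Acta2 by -0.99). Opposite changes would cancel in that mean, so the amount of stellate cells and fibroblasts and a change within them stay open. So do the other types: the acinar interval ran from -2.77 to 2.27, the remaining lists were short or dim, and the largest median shift of the 10 lists, 0.26, comes from 3 red cell genes and decides nothing. The Tead1 knockout, an unnamed Cre transgene and breeding of the groups also remain open and were not separated by the design, so a biological origin is a hypothesis.

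The second pattern is the shift of 11 gene lists, which might come from a compressed signal range on arrays with high hybridization controls. For all 11 it was asked whether the call held with the controls as a covariate and, separately, without Tead1KO replicate 3. It was also counted how many of 10000 random lists matched on signal level lay as far out. As far out means at least as far as the list from the median of the matched lists, in either direction. A percentile is the list's place among the matched lists, counted from the lowest. Compression is argued against as the whole cause where both calls held and few random lists lay as far out. These were the glucose sensing (0.53%), disallowed (0.02%), immature (0.53%), S phase (0.62%), G2 and M phase (0%) and cholesterol and fatty acid (0.04%) lists. Compression may account for oxidative phosphorylation, where both calls ended. Its median went from -0.11 (quartiles -0.21 and -0.04) to 0.0083 (quartiles -0.05 and 0.08) with the covariate. Of its random lists, whose median was -0.106, 81.3% lay as far out, and the list was at percentile 41. The evidence is mixed for 4 lists. With the covariate the citric acid cycle went from -0.25 (quartiles -0.41 and -0.12) to -0.0863 (quartiles -0.16 and 0.05) and beta cell transcription factors from -0.22 (quartiles -0.43 and -0.04) to -0.0793 (quartiles -0.16 and 0.01), and their calls ended as the differences shrank. Yet both were called without Tead1KO replicate 3 (adjusted p = 0.0437 and 0.0171), and 3.36% and 6.46% of random lists lay as far out (percentiles 2.54 and 4.49). The TEAD-YAP targets and the insulin granule genes kept both calls, but 24.5% and 58.1% of random lists lay as far out (percentiles 88.5 and 30.5). None of the 11 calls held with an estimated correlation, and the submitters' normalization, not given in the sources used here, could not be tested as a source. A different mixture of cell types was not tested as a source of these list shifts.

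The third pattern is that Tead1 signal was not lower in all Tead1KO arrays, with 7.49 in Tead1KO replicate 2, which might be a Flox sample. Over the 303 genes called without it, its median position between the Flox mean (0) and the mean of the other Tead1KO arrays (1) was 0.496 (quartiles 0.087 and 0.848), and it lay on the Tead1KO side for 80.9%. The bounds first written for excluding a Flox sample, 0.5 and 90%, were both missed, so by those the question stays open. Later comparisons were put in their place, and by these a Flox sample is argued against. Each Flox array was left out together with Tead1KO replicate 2, and both were placed over the genes then called, 45, 55 and 36 for Flox replicates 1, 2 and 3. The left-out Flox array lay at 0.078, -0.023 and -0.002, and Tead1KO replicate 2 over the same genes at 0.861, 0.867 and 0.935, at least 0.783 higher. Flox replicate 1 lay on the Tead1KO side for 82.2% of its 45 genes and Tead1KO replicate 2 for 100%. A mixed or partly recombined sample was not tested. For 0 of the 2 Tead1 probe sets is the position relative to the deleted part known here, so a deletion outside the probed part cannot be told apart from retained transcript.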

How the results depend on the processing

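The covariate and block of hybridization controls and the covariates of 18S rRNA and of actin and Gapdh 3'/5' differences were chosen after the data were examined. Under the normalization, filter and model settings, all of the 94 changed genes that were tested kept their direction. With 1 array left out the direction could not change, as the arrays of all 94 were separate, and calls depended on single arrays. Without 1 array the count ranged from 12 (without Tead1KO replicate 1) to 303 (without Tead1KO replicate 2), with 12 to 123 higher, 0 to 212 lower, and 1 to 21 changed list members against 4. The counts were 20, 18 and 17 without Flox replicates 1, 2 and 3 and 177 without Tead1KO replicate 3. Fewer arrays leave less power, and the cause of the rises without Tead1KO replicates 2 and 3 was not tested. Without Tead1KO replicate 2, the remaining Tead1KO arrays had higher hybridization controls (12.18 and 13.31) than any Flox array (at most 12.03). Group and control level are then not separated, and 212 of the 303 genes called were lower. Of the 94, 12 kept their call without Tead1KO replicate 1, 17 to 20 without a Flox array, 92 without Tead1KO replicate 3 and 94 without Tead1KO replicate 2.

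Quantile normalization called 152 genes (95 higher, 57 lower, 14 list members, 90 of the 94 kept) and median centring 58 (43 higher, 15 lower, 57 kept), which moved the median of all genes from -0.01 to -0.07. Hybridization controls as a covariate called 247 (155 higher, 92 lower, 19 list members, 94 kept), and the block of control level 107, with 8 list members and 82 kept. With 18S rRNA as a covariate 273 were called (171 higher, 102 lower, 20 list members, 94 kept), with the actin 3'/5' difference 64 (54 higher, 10 lower, 54 kept) and with that of Gapdh 45 (38 higher, 7 lower, 44 kept). Tested against a fold of 1.2, 48 genes passed (38 higher, 10 lower), since larger differences are required, and at an adjusted p under 0.1 60 genes were lower. Array weights called 9933 (5145 higher, 4788 lower, 399 list members), but the weights did not converge (57.8 for Tead1KO replicate 1), so these calls are not usable. Counts from the other settings, 81 to 136, and the 64 with actin lay within 1.5 times the 94. Lists called by camera were 11, against 0 with an estimated correlation, 0 by fry's directional test and 7 by its mixed test, which ask other questions. They were 8 to 13 with an array left out. Some values reversed. The acinar list was at 0.42 with the covariate and 0.39 with the block of control level, oxidative phosphorylation at 0.0083 with the covariate and 0.0085 with 18S rRNA, and Tead2 at -0.21 and the dimmer Tead1 probe set at 0.31 with array weights. Apart from the construction named, the cause was not tested.

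The correlations of same-numbered arrays (0.056, 0.303 and -0.175) gave no clear pairing of the samples. Yet the Flox and Tead1KO arrays were alike in hybridization controls for replicate 1 (12.03 and 12.18) and replicate 2 (11.09 and 11.02). So were their acinar means (-1.28 and -1.34, 0.36 and 0.81). Replicate 3 differed in both (controls 10.80 and 13.31, acinar means 0.92 and -0.21). A batch shared by replicate number thus stays open. With the replicate block, 97 genes were called (57 higher, 40 lower), 70 of the 94 among them, and 13 lists. A robust prior was not run for lists, and pseudocounts were not applicable to log2 values. A group mean lay within the background for 10 of the 94 genes, and for 1 of them, Crabp1 (named after its values were seen), both did.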

Other observations

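The hypothesis test in this part was chosen after the result was seen, and so were the genes named here, which lie outside the rule for named genes. Among the other genes that rose were Hsd11b1, an enzyme that activates glucocorticoids (log2 difference 2.13, SE 0.17; limma adjusted p = 0.00236), Arrb1, an arrestin of receptor signalling (2.12; adjusted p = 0.00378), and Crmp1, a protein of neuronal growth cones (2.11; adjusted p = 0.00105). Mylk, myosin light chain kinase, rose by 2.20, the receptor phosphatase Ptprk by 2.17 and Oxtr, the oxytocin receptor, by 1.23. The matrix enzyme Mmp2 rose by 1.13 and its inhibitor Timp2 by 1.30. Among genes of high signal, Gpx3, a secreted glutathione peroxidase, rose from 11.79 to 13.25 and Rgs2, a regulator of G protein signalling, from 12.11 to 13.28.

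Other genes that fell were Ttc28 by 1.62, Tmem229b by 1.60, Abcb4, a phospholipid transporter, by 1.21, the receptor phosphatase Ptprm by 1.16 and Vldlr, a lipoprotein receptor, by 1.11. These genes were not drawn from lists fixed in advance, and no shared function was tested among them.

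A targeted allele made in embryonic stem cells of another strain may carry flanking DNA with it, and genes next to Tead1 would then differ between groups for that reason. Among genes tested within 300 RefSeq genes on either side of Tead1, 4 of 229 were changed, against 90 of 17963 elsewhere (Fisher's exact test, one-sided p = 0.031). With 100 genes on either side, p was 0.063, with 2 of 79 changed, and with 600 it was 0.00834, with 7 of 446 changed. The 4 genes were 4933432K03Rik (2.02), Crym (2.22), Gprc5b (1.23) and Lyve1 (-1.52). The probe set used for 4933432K03Rik is of the kind that can match several transcripts, so its signal is uncertain between them. The excess is what the hypothesis needs, but it rests on few genes, and the strain of the stem cells and the breeding of the Flox controls, which also carry the allele if they are homozygous, are not given in the sources used here.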
